A study of Mus musculus with 15 samples.

How the data were processed

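RNA-seq of poly(A) RNA was analysed in 15 mouse libraries from cerebellum, 3 in each of 5 groups. Per the labels, 12 libraries were made from granule neuron precursors, the dividing cells that give rise to cerebellar granule neurons, at E15.5 (genotype label Math1-GFP) and at P1, P7 and P14 (wild type). The other 3 were made from medulloblastoma cells (MB), a cerebellar tumour, with the genotype label Ptch1 heterozygous and no age. Per the labels' protocols, cells were purified on Percoll and lysed in Trizol, the RNA was treated with DNase, poly(A) RNA was selected on beads, TruSeq v2 libraries were prepared and sequencing was done on an Illumina HiSeq instrument. The aligner, the genome build, the strand setting and the software versions are not stated in the labels or the tables used here.

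The authors deposited 3 tables of raw read counts for each library, none of them normalized. The gene table holds counts per Ensembl gene for 21889 genes, followed by 5 summary lines in the format of HTSeq, per the lines themselves. These lines name no gene and were kept out of library sizes and tests. Of a library's records, 39.5% to 55.4% were counted in genes, 14.1% to 29.2% lay in no gene, 22.9% to 44.6% had several alignments and 0.520% to 0.749% lay over more than 1 gene. The second table holds counts per transcription start site (TSS) model, for 24735 models named by an Ensembl or another transcript identifier. The third holds counts of reads over each of 28246 transcripts in a gene model given as positions, where a read over several transcripts counts for each. The gene table was the main table, because it counts each read once and names genes. Gene symbols came from the reference tables by Ensembl gene ID, with 20358 of the 21889 genes matched. Positions are those of the transcript table, written 1-based. Its build is not named, and its highest transcript end on chromosome 1 (197002804) lies past the highest gene end of the GRCm38 annotation (195291439), so the positions are in an older build and were not converted.

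Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), which left 15259 genes, and libraries were scaled with TMM. A quasi-likelihood model with 1 mean per group was fitted to all 15 libraries, so that the spread was estimated from 10 residual degrees of freedom. Contrasts were tested with the quasi-likelihood F-test and adjusted with the Benjamini-Hochberg method (FDR) over all genes tested. The contrasts were P1 against E15.5, P7 against P1, P14 against P7, P14 against P1, MB against P7 and MB against P14, and 1 test asked for any difference among the 4 ages. A gene was called at an FDR under 0.05. Counts with an added 2-fold limit used the fitted fold change. A gene was taken as rising or falling at each step when it was called in the 4-age test and in P14 against P1 and its group means moved the same way at each step. Postnatally rising and falling genes were those called and at least 2-fold changed between P1 and P14. Expression values are CPM, the counts scaled by the TMM-adjusted library size, given as mean ± SD with n = 3. Distances and principal components used log2 CPM with a prior count of 2, and a distance is the root mean square difference between group means over the 15259 genes.

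Gene lists were tested with fry of limma 3.58.1, and with camera (preset correlation 0.01) as an alternative. The 4 programme lists were cell cycle (30 genes, 27 tested), Sonic hedgehog pathway (15 genes, all tested), granule neuron maturation (30 genes, all tested) and Polycomb (32 genes, 31 tested). The adjusted p of a list is over the 10 list results of the design unless stated otherwise. Markers of Purkinje cells, GABAergic interneurons, astroglia, oligodendrocytes, microglia and macrophages, endothelium, pericytes and fibroblasts, and choroid plexus were used as 8 lists of 6 to 12 genes. An erythroid list had only 2 of its genes among those tested and was given no test. None of the genes in these lists was in another list. A fold against a group with 0 counts was computed against a floor of 3 counts over the group and is written as "at least". With a few counts in a group, the ratio of scaled counts is given with an exact 95% interval. Intervals and floors cover counting error only, since reads are not independent molecules.

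The tests, the contrasts, the lists, most alternatives and the rule for naming genes were chosen before the data were examined. The rule names a fixed selection from the programme lists in any case. It also names the genes with the largest changes in each direction, 4 for P14 against P1 and for MB against P7 and 2 for each other contrast, among called genes with a mean of at least 5 CPM over all 15 libraries, a symbol, and no overlap between the libraries of the groups compared. With 3 libraries against 3, chance gives such a gap between 2 groups in 10% of cases.

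The alternatives were DESeq2 1.42.0, median-ratio size factors in edgeR, no filter on low counts, a filter of 1 CPM in 3 libraries, a fit of only the groups compared, the replicate number as a block, camera in place of fry, a prior count of 0.5, the 1000 most variable genes, postnatal ages only, and leaving out each library in turn. Alternatives chosen after seeing the data were the TSS table joined to genes by transcript identifier (14925 models, 14874 genes), the most counted transcript of each gene, a correction for GC content and length (lowess over 19630 genes with values from the GENCODE vM21 annotation, span 0.3), a term for the set of libraries counted alike, and contrasts inside 1 such set. Each alternative remakes the postnatally rising and falling lists, and counts over the lists kept fixed, with the marker lists under each alternative, were also added after seeing the data. In 6 libraries the gene table lacks nearly all reads of the gene Tsnax that the transcript table holds, and this defined the sets. The first set holds E15.5 replicates 1 and 3, all P7 libraries and MB replicate 1, and the second holds the other 9 libraries. Contrasts inside 1 set came from a fit of all 15 libraries in which the E15.5 and MB groups were split by set.

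The scripts were tested on simulated data before use, with the real library sizes and 200 genes changed 4-fold. Counts were drawn from the mean of each gene over all 15 libraries. The simulation held no library apart from its group and no counting sets, and fewer changed genes than the real contrasts had calls. Its shares therefore do not give the recovery in the real contrasts. For MB against P7, with 15051 genes, edgeR recovered 85.0% of the changed genes and called 10 unchanged ones, and DESeq2 recovered 89.0% and called 36. For P14 against P1, with 15057 genes, the shares were 87.0% and 92.0%, with 12 and 39 unchanged genes called. No changed gene was called in the wrong direction in any pairwise simulation. The counts in genes ranged from 12597472 to 43443132 per library, and the common biological coefficient of variation was 0.269. Figures were drawn with matplotlib 3.10.9. Other assays mentioned in the series' design text were not used here.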

Results

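Gene expression was measured by RNA-seq in purified mouse granule neuron precursors at 4 ages and in medulloblastoma cells from Ptch1 heterozygous mice (MB), with 3 libraries per group. The total of counts in genes was 23728402, 12597472 and 43443132 in E15.5 replicates 1 to 3. It was 21550266, 23066233 and 24962668 in the P1 libraries, 34066422, 36672071 and 26291590 in the P7 libraries, and 29577179, 31115364 and 28778026 in the P14 libraries. The MB libraries held 26581102, 42864857 and 25594530 counts. Between 15818 and 17286 genes had a count in a library.

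The libraries were compared over all genes by principal components. The first principal component of log2 CPM held 40.4% of the variance and the second held 35.2%. The first ran from scores of -113 to -111 in the E15.5 libraries to 83.4 to 90.2 in the P14 libraries, and MB stood apart on the second at -137 to -117. The P1 libraries were spread along the first component, at 14.5, 51.7 and 68.8 for replicates 1 to 3, while the P7 libraries lay between 23.4 and 36.7. P1 replicate 2 and the library labelled P1 replicate 3 both lay nearer to the P14 libraries on this component than any P7 library did, the latter nearest, and directions that rest on the latter are named as such. The median SD of log2 CPM within a group was 0.33 at E15.5, 0.21 at P1, 0.27 at P7, 0.14 at P14 and 0.38 in MB.

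**Figure D1:**
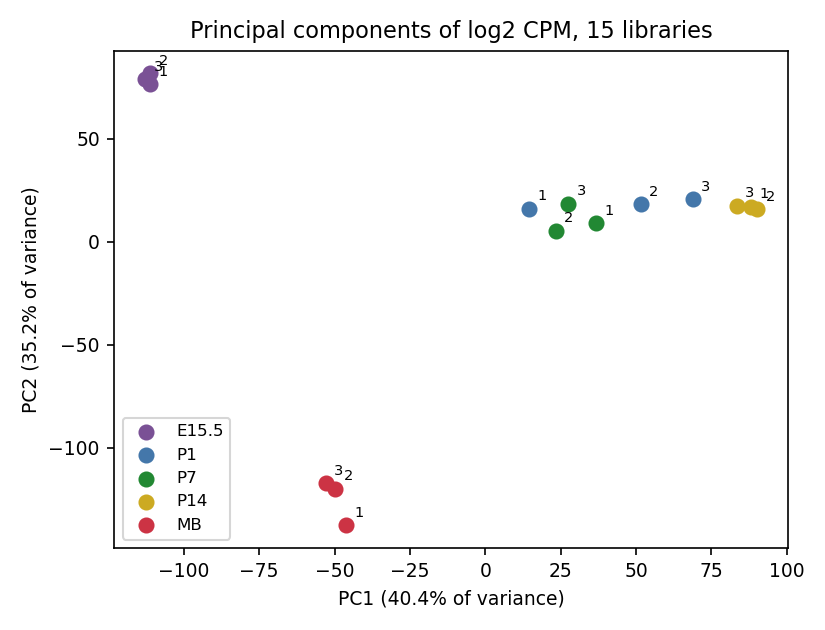
Scores of the 15 libraries on the first and second principal components of log2 CPM (40.4% and 35.2% of the variance), coloured by group and numbered by replicate. The MB libraries lie at -137 to -117 on the second component, and the P1 libraries are spread from 14.5 to 68.8 on the first.

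A difference in counting between libraries was found in the tables. In 6 libraries (E15.5 replicates 1 and 3, all 3 P7 libraries and MB replicate 1) the gene table held at most 0.273% of the transcript table's count for Tsnax, against at least 92.4% in the other 9. The ratio of the gene table to the transcript table was compared for 12911 genes with a mean transcript count of at least 50. Genes whose values overlapped between these sets of libraries were not counted as different. In 10 genes the sets lay apart without overlap by more than 0.5 on the log2 scale, all with fewer reads in the 6 libraries. They were Tsnax, Rps27a-ps2, Tagap, Fndc1, Disc1, Snx9, Rmi1, Atg7, Nup93 and Rsph3a, named after their values were seen. All P7 libraries were in 1 set and all P1 and P14 libraries in the other, so for P7 against P1 and P14 against P7 each set held samples of 1 group only, and set and age cannot be told apart. P14 against P1 lay inside 1 set. For the other contrasts the numbers of calls inside 1 set are given beside the pooled ones, and for the genes and lists reported there so are the within-set values that change a call.

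P1 was compared with E15.5 as the first step of the time course, in which the study looked for genes that rise as precursors differentiate. Of 15259 genes tested with edgeR's quasi-likelihood test, 3870 were called higher at P1 and 3191 lower, 2939 and 1584 of them by at least 2-fold. Of the alternatives, the TSS model table moved the count of higher genes most, to 2487, with 2347 lower. Inside 1 set of libraries, which left E15.5 replicate 2 as the only library of its age, 2569 genes were called higher and 1958 lower, on the assumption that this age varies between libraries like the others. Age and the Math1-GFP genotype label change together in this contrast and cannot be told apart. The largest rises by the naming rule were in Gabra6 (ENSMUSG00000020428, chromosome 11, 42119940 to 42134553) and Mobp (ENSMUSG00000032517, chromosome 9, 120058860 to 120085209), with positions in the older mouse build of the transcript table. Mobp is also a gene of the oligodendrocyte list used here. Gabra6 had 0 counts in all E15.5 libraries and 38.4 ± 55.1 CPM (SD, n = 3) at P1, at least 980-fold higher, with an FDR of 5.49e-04 by edgeR. Mobp went from 0.114 ± 0.0987 to 71.3 ± 100 CPM (SD, n = 3), a ratio of 910 (95% counting interval 418 to 2480), with an FDR of 2.03e-04. Most counts of both genes at P1 came from the library labelled P1 replicate 3 (2698 of 3047 and 4948 of 5656). Without it Gabra6 was at least 173-fold higher and the ratio of Mobp was 175. The lowest P1 library held 26 counts of Gabra6 and 33 of Mobp, so these values rest mostly on the other library left. Inside 1 set both were still called, with an FDR of 0.0436 for Gabra6 and of 0.0329 for Mobp. The largest falls were in Rps18-ps3 (log2 fold change -6.08, SE 0.91, FDR 9.62e-05) and Th (log2 fold change -6.01, SE 0.43, FDR 2.17e-07). Th, on chromosome 7 at 150078657 to 150085919, went from 9.56 ± 3.16 to 0.143 ± 0.0523 CPM (SD, n = 3). Rps18-ps3 is a ribosomal pseudogene that can share reads with its parent gene, so its value is uncertain, and its change in the transcript table was -1.79 and still called.

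The steps between adjacent postnatal ages were compared next. Between P1 and P7, edgeR called 214 genes higher and 266 lower, 74 and 234 of them by at least 2-fold. Between P7 and P14 it called 886 genes higher and 688 lower, 743 and 273 of them by at least 2-fold. After a correction for GC content and length, 1391 were higher and 1546 lower at P14 against P7. With a term for the counting set, 76 and 121 genes were called higher and lower at P7 against P1, and 217 and 78 at P14 against P7, and only 13.8% and 9.59% of the pooled calls were among them. That term rests on E15.5 and MB alone, where MB replicate 1 was the only tumour of its set. The term can carry differences of that tumour into these contrasts. With it the microglia and macrophage list, for example, had medians of -1.809 at P7 against P1 and 1.928 at P14 against P7. Without it these were -0.188 and 0.46. The lost calls therefore do not measure the counting difference alone. The pooled counts also rested on single libraries. Leaving out P1 replicate 2 left 1 gene higher and 8 lower at P7, leaving out P7 replicate 1, 2 or 3 left 57, 6 or 62 higher and 49, 15 or 94 lower, and leaving out the library labelled P1 replicate 3 raised them to 484 and 404. Without P1 replicate 1 there were 58 higher and 236 lower. For P14 against P7, leaving out P7 replicate 2 left 86 higher and 72 lower and leaving out P14 replicate 2 left 89 and 36. Without P7 replicate 1 or 3 there were 507 or 470 higher and 570 or 478 lower, and without P14 replicate 1 or 3 there were 271 or 268 higher and 162 or 175 lower.

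The genes named for these steps were partly those of the counting difference. Tsnax rose from 0.103 ± 0.178 CPM at P7 to 128 ± 9.04 CPM at P14 (SD, n = 3) in the gene table, with an FDR of 0.0283, but its log2 change was 0.16 in the transcript table. Rps27a-ps2, a ribosomal pseudogene that can share reads with its parent gene, was called lower at P7 than at P1 (log2 fold change -9.60, FDR 0.0460) and higher at P14 than at P7 (8.85, FDR 0.0315), and its change in the transcript table was -0.66 and -0.12. Both calls of Rps27a-ps2 and that of Tsnax were also lost when single libraries were left out, without P7 replicate 1, 2 or 3 (Tsnax 9.83, 9.82 or 14.84; Rps27a-ps2 -9.38, -9.34 or -10.12 against P1 and 8.61, 8.59 or 9.37 for P14), without P14 replicate 1, 2 or 3 (Tsnax 10.53, 10.43 or 10.45; Rps27a-ps2 8.94, 8.73 or 8.85) and, for P7 against P1, without P1 replicate 1 or 2 (Rps27a-ps2 -9.44 or -9.59). At P7 against P1, Tnxb rose (2.21, SE 0.45, FDR 0.0207) and so did Stum (2.12, SE 0.37, FDR 0.0134), while Igf2bp1 went from 36.9 ± 19.9 to 2.20 ± 1.33 CPM (SD, n = 3; -4.08, SE 0.60, FDR 0.00901). The calls of these 3 genes were lost with the set term (Tnxb 2.12, Stum 2.42, Igf2bp1 -3.47) and without P7 replicate 2 (2.42, 2.15 and -3.82). Those of Tnxb and Stum were also lost without P1 replicate 2 (2.05 and 1.94), and that of Tnxb without P7 replicate 1 (2.10) or 3 (2.10) and in a fit of the groups compared alone (2.22). At P14 against P7, Spp1 (chromosome 5, 104864137 to 104870069) went from 19.8 ± 9.76 to 1.86 ± 0.343 CPM (SD, n = 3; log2 fold change -3.40, SE 0.35, FDR 0.00121). Fgf15 fell from 150 counts over the P7 libraries to 3 over the P14 libraries, a ratio of 48.1 (95% counting interval 16.2 to 236), with an FDR of 0.00873. Its call was lost with the set term (-4.82) and without P14 replicate 2 (-4.81).

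**Figure D2:**
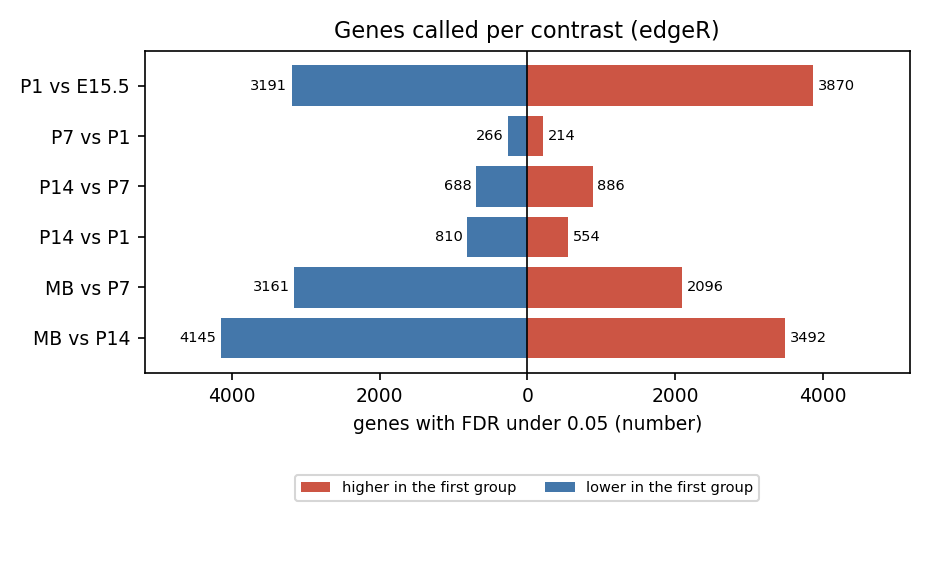
Number of genes with an FDR under 0.05 by edgeR for each of 6 contrasts, with genes higher in the first group named to the right of 0 and genes lower to the left. P7 against P1 had the fewest calls (480) and MB against P14 the most (7637).

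P14 was compared with P1 to find the genes that change over postnatal differentiation. There were 554 genes higher at P14 and 810 lower, 316 and 500 of them by at least 2-fold. A fit of these 2 groups alone gave 1919 higher and 2170 lower, the alternative that moved these counts most among those that kept all libraries. Leaving out the library labelled P1 replicate 3 gave 1479 higher and 1235 lower. Leaving out P1 replicate 1 or 2 left 2 or 5 higher and 162 or 192 lower, and leaving out P14 replicate 1, 2 or 3 left 46, 9 or 9 higher and 248, 145 or 206 lower. Of the 1364 calls, 1359 were kept without the library labelled P1 replicate 3, and between 153 and 293 were kept without any 1 of the other 5. No shared call changed sign in any of these fits. DESeq2 called 1198 genes higher and 1196 lower, without the excess of lower genes that edgeR gave, and 1350 of the 1364 calls were among them. A fit of all libraries, with E15.5 and MB split by counting set, called 2940 genes, all 1364 among them. The P1 and P14 groups were the same in it, so the added calls do not come from leaving out libraries of the other set.

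Among genes with the largest changes, Fgf15 (ENSMUSG00000031073, chromosome 7, 152082437 to 152086858) fell from 26.0 ± 10.8 CPM at P1 to 3 counts over the P14 libraries, a ratio of 794 (95% counting interval 271 to 3853) with an FDR of 9.53e-05. Igf2bp1 fell by 6.27 on the log2 scale (SE 0.69, FDR 2.53e-04), Robo3 by 5.60 (SE 1.00, FDR 0.00566) and Myh8 by 5.60 (SE 0.55, FDR 9.53e-05). Among the largest rises were Mgp (2.05, SE 0.55, FDR 0.0343), Zdhhc22 (2.04, SE 0.60, FDR 0.0483) and Pllp (1.97, SE 0.49, FDR 0.0259). These 3 calls were lost when any library of P1 or P14 was left out except the one labelled P1 replicate 3, and in a fit of the 2 groups alone. The estimates ran from 1.55 without P1 replicate 1 (Pllp) to 2.21 without P14 replicate 1 (Mgp), and without the library labelled P1 replicate 3 they were 2.96, 3.50 and 3.13. The call of Zdhhc22 was also lost in the TSS model table (1.97), the transcript table (1.97) and after the GC and length correction (1.69). In the library labelled P1 replicate 3 Zdhhc22 had 269 counts, against 22 in the lowest P1 library and 505 in the lowest P14 library.

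Genes selected in advance from the programme lists were followed over the same interval. Between P1 and P14, Atoh1 went from 47.8 ± 21.0 to 11.9 ± 1.11 CPM (log2 fold change -2.00, SE 0.29, FDR 0.00151), Ccnd1 from 346 ± 147 to 106 ± 6.73 (-1.70, SE 0.35, FDR 0.0121) and Top2a from 895 ± 188 to 446 ± 41.8 (-1.01, SE 0.20, FDR 0.00950), each with n = 3. Mycn fell by 1.05 (FDR 0.0143). Rbfox3 rose from 186 ± 136 to 521 ± 33.7 CPM (1.48, SE 0.36, FDR 0.0246). Ezh2, which encodes the Polycomb methyltransferase in the study's title (ENSMUSG00000029687, chromosome 6, 47480273 to 47545029), went from 162 ± 31.5 to 101 ± 3.32 CPM (-0.68, SE 0.19, FDR 0.0362). Its call was lost without P1 replicate 1 (-0.56) or 2 (-0.64), without P14 replicate 1 (-0.70), 2 (-0.65) or 3 (-0.68), and after a correction for GC content and length (-0.49). The calls of Ccnd1, Mycn, Top2a and Rbfox3 were each lost without P1 replicate 1 (-1.35, -0.84, -0.88 and 1.21) and without P14 replicate 2 (-1.65, -0.98, -0.93 and 1.53). Without P1 replicate 2, Mycn (-0.98), Top2a (-0.96) and Rbfox3 (1.20) were not called. Without P14 replicate 1, Ccnd1 (-1.71), Mycn (-0.995) and Rbfox3 (1.44) were not, and without P14 replicate 3, Ccnd1 (-1.74) and Rbfox3 (1.47) were not. Without the library labelled P1 replicate 3 the change of Rbfox3 was 2.27. Atoh1 was called in each of these fits, from -2.32 to -1.71. The other genes of the fixed selection were not called at P14 against P1, with an FDR of 0.105 for Mki67 (-0.83), 0.129 for Gli1 (-0.91), 0.343 for Ptch1 (-0.43), 0.120 for Neurod1 (0.73), 0.136 for Cntn2 (1.22), 0.461 for Grin2b (0.75) and 0.381 for Grin2c (1.37). Ezh1 (0.25, FDR 0.467), Eed (-0.39, FDR 0.232), Suz12 (-0.50, FDR 0.124) and Rnf2 (-0.36, FDR 0.471) were not called either. Gabra6 (2.19, FDR 0.176) and Cbln3 (2.04, FDR 0.112) became calls without the library labelled P1 replicate 3, with log2 changes of 4.68 and 4.23, as did Cntn2 (1.90) and Neurod1 (1.04). In a fit of the 2 groups alone, Eed (-0.40), Suz12 (-0.50), Rnf2 (-0.36), Gli1 (-0.91), Mki67 (-0.83) and Grin2c (1.36) were called, and after the GC and length correction Gli1 (-1.34) and Neurod1 (0.92) were.

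**Figure D3:**
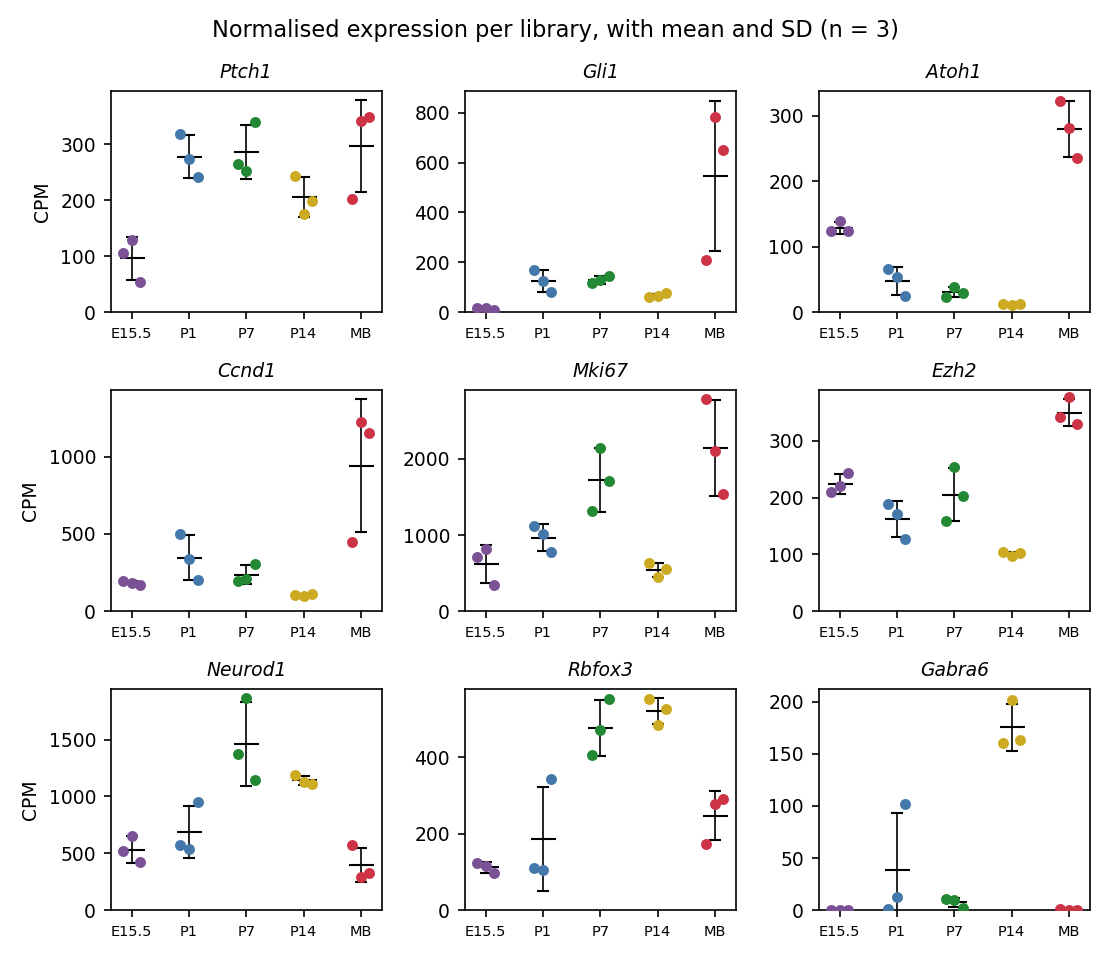
CPM of 9 genes of the programme lists in each library, with the mean and SD (n = 3) of each group, on linear axes that start at 0. Atoh1 was at 11.9 ± 1.11 CPM at P14 and 280 ± 43.0 CPM in MB, and Gabra6 at P1 ranged over 26 to 2698 counts.

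Over the 4 ages, 8499 genes differed by edgeR. Of these, 183 rose and 256 fell at each step. The number that rose was 401 with postnatal ages only, the alternative that moved it most apart from leaving out single libraries. It was 108 without E15.5 replicate 1, 1 or 2 without P1 replicate 1 or 2, 115 without P7 replicate 1, and 15, 2 or 4 without P14 replicate 1, 2 or 3, and 554 without the library labelled P1 replicate 3. The number that fell was 648 with postnatal ages only, 80 or 93 without P1 replicate 1 or 2, and 108, 70 or 85 without P14 replicate 1, 2 or 3.

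Lists of genes fixed in advance summarised the same programmes. At P14 against P1 the cell cycle list had a median log2 change of -0.90 (fry, adjusted p 0.00126), with all 27 genes lower, 19 of them called over all genes tested and 26 called adjusted over the list alone. The Sonic hedgehog list had a median of -0.73 (adjusted p 0.0300), with 13 of 15 genes lower, 4 called lower and 1 called higher over all genes, and 9 lower and 1 higher adjusted over the list alone. Its test failed without P1 replicate 1 (median -0.58) or 2 (-0.69), without P14 replicate 2 (-0.64) or 3 (-0.72), with the replicate number as a block and in the TSS model table (-0.78). The granule neuron maturation list had a median of 0.88 (adjusted p 0.00850), with 26 of 30 genes higher, 4 called over all genes and 8 adjusted over the list alone. Without the library labelled P1 replicate 3 its median was 1.41, and in a fit of the 2 groups alone it failed (0.88, adjusted p 0.0809). With camera the calls of these 3 lists were unchanged. The Polycomb list had a median of 0.13 while fry's direction was down (adjusted p 0.875), with 17 of 31 genes higher and 14 lower, and only Ezh2 was called over all genes and none adjusted over the list alone. At the adjacent steps this list moved both ways, by a median of 0.34 at P7 against P1 (fry, adjusted p 0.00671 over all lists and contrasts, and 0.00222 with camera) and of -0.24 at P14 against P7 (0.00443 and 0.00617). Both passed in each of 17 alternatives, over 0.21 to 0.41 and -0.30 to -0.15. The term for the counting set, which rests on E15.5 and MB, was among them. For this list that argues against the set difference seen in those groups as the whole cause. A set difference particular to these ages cannot be told apart from age.

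The tumours were compared with P7 precursors, the age at which the study compared precursors with medulloblastoma. Ptch1, the gene named in the tumours' genotype label (ENSMUSG00000021466, chromosome 13, 63612841 to 63666828), had 297 ± 82.3 CPM in MB (202, 341 and 349 CPM in replicates 1 to 3) and 286 ± 47.7 CPM at P7 (265, 252 and 340; SD, n = 3; log2 fold change 0.06, SE 0.28, FDR 0.902). The labels do not say which part of the gene is changed, so total reads of Ptch1 check nothing about the genotype. In all, 2096 genes were called higher in MB and 3161 lower, 1095 and 2652 of them by at least 2-fold. A correction for GC content and length moved the count of higher genes most, to 3311 against 3234 lower, so the excess of lower genes was lost, though 1163 were higher and 2474 lower by at least 2-fold. A fit of the 2 groups alone gave 1343 higher and 2296 lower. Inside 1 counting set, which left MB replicate 1 as the only tumour library, 2627 genes were called higher and 3422 lower, on the assumption that tumours vary like the other groups. Leaving out single libraries gave 1684 to 2420 higher and 2703 to 3426 lower.

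Among the genes with large changes in this contrast, Prm1 (ENSMUSG00000022501, chromosome 16, 10796419 to 10796979) had 44.1 ± 6.30 CPM in MB and 4 counts over the P7 libraries, a ratio of 1043 (95% counting interval 407 to 3832) with an FDR of 2.80e-08. Tecta had 899 CPM in MB replicate 1 and 31.1 and 43.6 CPM in replicates 2 and 3, against 0.740 ± 0.127 CPM at P7 (FDR 3.39e-05), and its log2 change was 8.76 with MB replicate 1 and 5.64 without it. Rps27a-ps2 was called higher (9.26, FDR 0.00737), but this follows the counting sets, with 6 counts in MB replicate 1 and 2953 in replicate 2, and its change in the transcript table was 0.74 and not called. It was not called with the set term (0.88) or inside 1 set (1.46) either. The largest falls were in the Y-linked genes Ddx3y, Kdm5d and Uty, which had 0 counts in all MB libraries and were at least 1347-fold, 706-fold and 519-fold lower than at P7, and in Pax2 (chromosome 19, 44830539 to 44912758). Pax2 had 63.2 ± 39.5 CPM at P7 and 1 count over the MB libraries, a ratio of 5365 (963 to 211900) with an FDR of 3.84e-08. It is a gene of the interneuron list used here, so RNA of other cells in the P7 samples can account for its fall.

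The genes selected in advance were compared between MB and P7. Atoh1 had 280 ± 43.0 CPM in MB against 30.6 ± 7.85 at P7 (log2 fold change 3.19, SE 0.30, FDR 1.28e-06), Gli1 547 ± 301 against 131 ± 15.8 (2.07, SE 0.38, FDR 6.16e-04), Ccnd1 942 ± 429 against 237 ± 59.6 (1.99, SE 0.35, FDR 4.29e-04) and Mycn 370 ± 72.8 against 160 ± 9.74 (1.21, SE 0.23, FDR 6.78e-04), each with n = 3. Inside 1 counting set, with MB replicate 1 as the only tumour, Gli1 (0.67) and Ccnd1 (0.92) were not called. Ezh2 was higher in MB, at 350 ± 24.0 against 205 ± 47.3 CPM (0.77, SE 0.19, FDR 0.00441), and was called in each of 16 alternatives, over 0.66 to 0.95. Ezh1, Eed, Suz12 and Rnf2 were not called (0.38, 0.06, 0.46 and -0.14, with FDRs of 0.171, 0.860, 0.0919 and 0.754). Mki67 (0.31, FDR 0.476) and Top2a (0.26, FDR 0.339) were not called either. Neurod1 had 399 ± 151 CPM in MB against 1461 ± 370 at P7 (-1.87, SE 0.30, FDR 1.78e-04), and Cntn2 489 ± 353 against 1586 ± 464 (-1.70, SE 0.52, FDR 0.0185). The call of Cntn2 was lost without P7 replicate 1 (-1.55), P7 replicate 3 (-1.54) or MB replicate 2 (-1.62), and in a fit of the 2 groups alone (-1.66). Gabra6 was low in both groups, at 0.590 ± 0.464 and 7.43 ± 4.25 CPM (-3.73, SE 1.21, FDR 0.0291), and lost its call without P7 replicate 1 (-3.39) or 2 (-3.52), without MB replicate 2 (-3.26) or 3 (-3.60), with the set term (-2.75) and inside 1 set (-2.75). Rbfox3 (-0.95, FDR 0.0531), Grin2b (-0.89, FDR 0.290), Grin2c (1.57, FDR 0.246) and Cbln3 (-0.98, FDR 0.374) were not called. Rbfox3 was called in 7 of 17 alternatives, DESeq2 among them (-0.93). Inside 1 counting set Ezh1 (0.71), Suz12 (0.83) and Grin2c (3.11) were called, and Suz12 was also called after the GC and length correction (0.42). Grin2c had 1147 counts in MB replicate 1 and 31 and 23 in replicates 2 and 3, and without MB replicate 1 its change was -2.66 and called.

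The same lists were tested between MB and P7. The cell cycle list had a median of 0.55 in MB against P7 (fry, adjusted p 0.00731), with all 27 genes higher and 12 called, both over all genes and adjusted over the list alone. The Sonic hedgehog list had a median of 1.21 (adjusted p 0.00170), with 11 of 15 genes called higher and 1 lower on either adjustment. The maturation list had a median of -1.40 (adjusted p 5.17e-04), with 27 of 30 genes lower, 20 called lower over all genes, and 21 lower and 1 higher adjusted over the list alone. The Polycomb list had a small median rise of 0.18 (adjusted p 0.0133), with 6 of 31 genes called higher on either adjustment, and its test failed with camera (adjusted p 0.0693), with the set term (median 0.10), inside 1 set (0.18) and in a fit of the 2 groups alone (0.21). Without P7 replicate 3 or MB replicate 1 its median was 0.08 or 0.10. The cell cycle, Sonic hedgehog and maturation lists passed with camera as they did with fry. Inside 1 counting set the medians of the first 3 lists were 0.60, 0.52 and -1.70, of which only the last passed (adjusted p 0.00955).

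**Figure D4:**
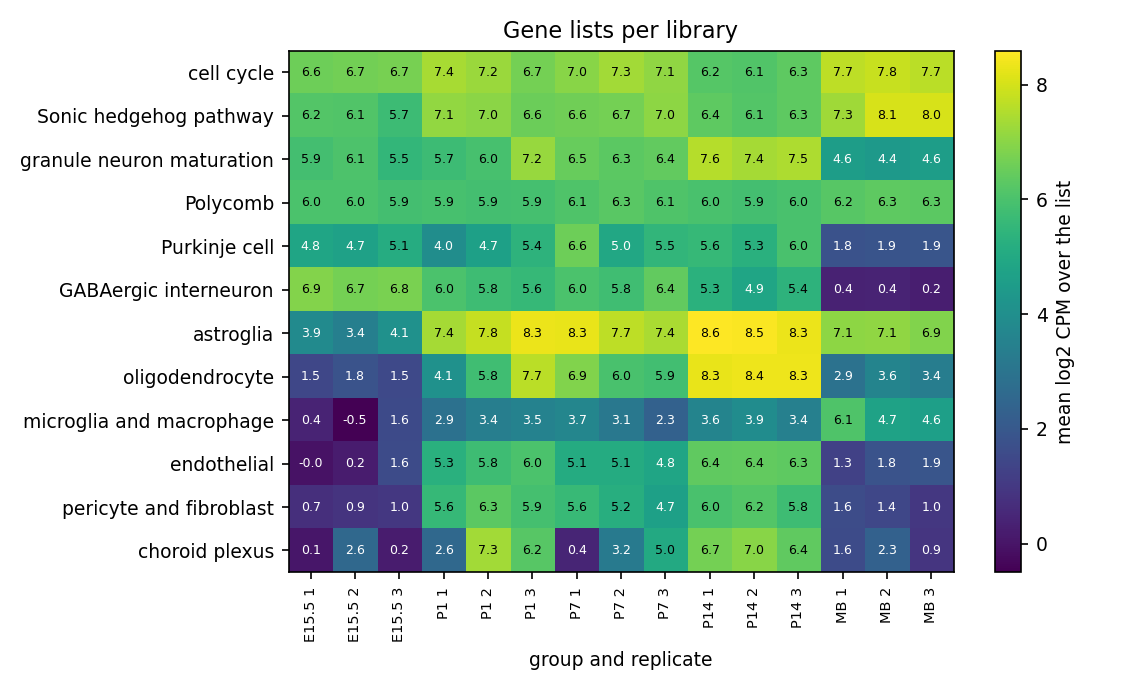
Mean log2 CPM of each gene list in each library, from blue (low) to yellow (high), with the value printed in each cell. The granule neuron maturation list was at 7.48 ± 0.10 at P14 and 4.50 ± 0.10 in MB (mean ± SD over 3 libraries), and the P1 libraries ranged over 1.46.

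Whether genes that change with postnatal age were lower in the tumours was asked of those called between P1 and P14, a contrast that shares no library with MB against P7. RNA of other cells can enter both contrasts. Of the 8 marker lists, 6 had a median above 0 at P14 against P1 and 7 had one below 0 in MB against P7. The oligodendrocyte list had 2.011 and -3.471. The rising genes were not separated from genes of other cell types, so such RNA may account for part of their fall in MB. The 316 postnatally rising genes had a median log2 change of -1.13 in MB against P7 (fry, adjusted p 0.00731), and the same median with the 2 genes that had 0 counts in a group at their bound. Of these, 252 were lower and 64 higher in MB, and 171 and 24 were called, that is 54.1% called lower against 20.7% of all genes tested. Kept fixed and counted in each other fit that tested all of them, a check chosen after the data were seen, 150 to 196 of these 316 genes were called lower and 14 to 27 higher, with medians of -1.364 to -1.002. The other alternatives remake the list in each fit, so their counts are over lists of other sizes. DESeq2 called 333 of 586 genes lower. Inside 1 counting set the median was -1.55 (adjusted p 0.0354) with 282 of 604 called lower. Without P1 replicate 1 the list held 2 genes and gave no test, and 1 gene was called lower. Without P1 replicate 2 or P14 replicate 1, 2 or 3 it held 3, 33, 6 and 7 genes with medians of -0.28, -0.65, -0.29 and -1.44, each past the threshold, of which 1, 14, 2 and 3 were called lower and 0, 2, 0 and 0 higher. Without the library labelled P1 replicate 3 the median was -1.18, with 646 of 1098 called lower and 76 higher. Without MB replicate 1, 291 of 604 were called lower and 52 higher, and without P7 replicate 2, 15 of 262 were called higher.

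The 500 postnatally falling genes went both ways in MB, with 253 lower and 246 higher, a median of -0.03 (-0.01 with 13 genes at their bound) and a mean of -0.85. Of these 37.0% were called lower and 28.6% called higher, against 20.7% and 13.7% of all genes tested. The median, the mean and fry (direction down, adjusted p 0.0255) give no common size, and the median changed sign in 5 alternatives, to 0.25 without the library labelled P1 replicate 3, each with the list remade. Without P1 replicate 1 or 2 or P14 replicate 1, 2 or 3 it was -1.49, -1.18, -0.80, -1.18 or -0.79, with 86 of 153, 92 of 186, 105 of 229, 71 of 144 or 88 of 198 genes called lower and 33, 48, 69, 38 or 63 called higher. The number called higher was 238 of 757 without the library labelled P1 replicate 3. Of the 500 genes kept fixed, 165 to 188 were called lower and 109 to 161 higher in the other fits that tested all of them. The test failed without P7 replicate 1 or 2 and inside 1 counting set (-0.33, adjusted p 0.109). Without MB replicate 1 the median was -0.25.

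**Figure D5:**
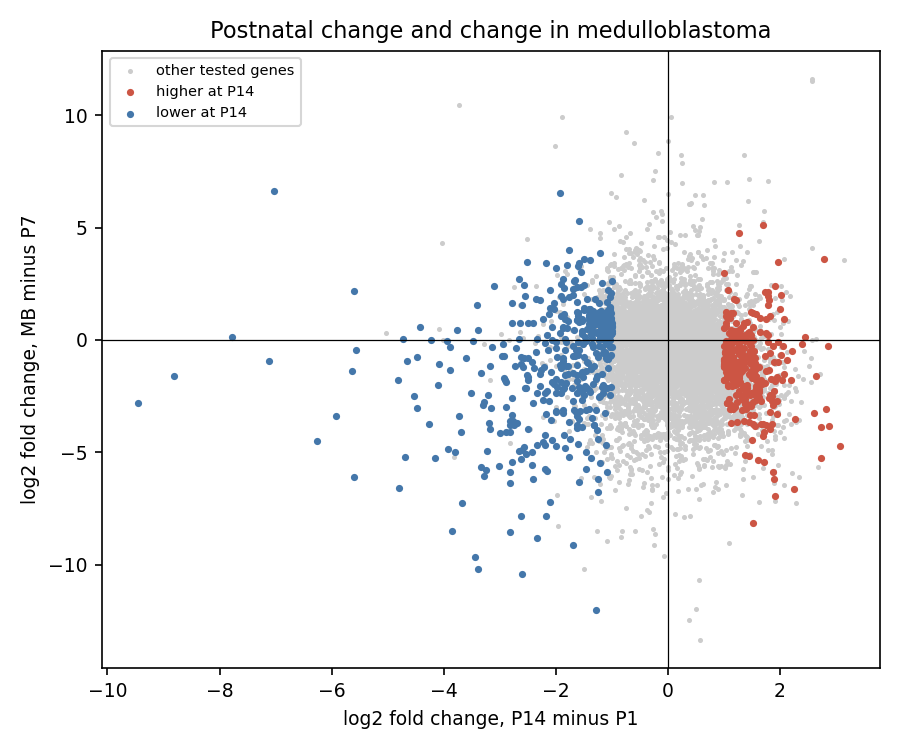
Log2 fold change of each tested gene between P1 and P14 (x axis) and between P7 and MB (y axis), with the 316 postnatally rising genes in red and the 500 falling genes in blue. Most rising genes (252) lie below 0 on the y axis, and falling genes lie on both sides (253 below, 246 above).

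MB was also compared with P14, the oldest normal cells. There were 3492 genes higher and 4145 lower in MB than at P14, 1734 and 3466 of them by at least 2-fold, and 3596 and 4343 inside 1 counting set. After the correction for GC content and length there were 4499 higher and 4164 lower, so the excess of lower genes was lost there too, though not among changes of at least 2-fold (1820 higher and 3165 lower). Leaving out single libraries gave 2755 to 3474 higher and 3707 to 4320 lower. Prm1 (ratio 2008, 95% counting interval 555 to 16580) was again among the largest rises, and Ddx3y and Kdm5d were at least 2729-fold and 1541-fold lower. The distance of MB from the age groups was 1.73 for E15.5, 1.45 for P1, 1.33 for P7 and 1.61 for P14. Per tumour library it was 1.42 ± 0.082 from P7 and 1.53 ± 0.082 from P1 (SD, n = 3), and P7 was the nearest age for each of the 3. With the 1000 most variable genes the distances were 4.35, 3.81, 3.47 and 4.07, in the same order.

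Markers of other cell types differed between the groups. At P1 against E15.5, 53 of the 54 genes in the 6 glial, vascular and choroid plexus lists were called higher, with list medians of 3.82 for astroglia, 5.40 for oligodendrocytes, 2.81 for microglia, 4.79 for endothelium, 5.59 for pericytes and 4.67 for choroid plexus. The oligodendrocyte median was 4.55 without the library labelled P1 replicate 3, the microglia and endothelial ones were 3.83 and 5.497 without E15.5 replicate 3, and the choroid plexus one was 6.28 without E15.5 replicate 2. The choroid plexus test failed without P1 replicate 2 (3.56), with the set term (3.91), inside 1 counting set (3.30, adjusted p 0.267) and in a fit of the 2 groups alone (4.68). Inside 1 set the astroglia and microglia lists passed, with medians of 4.72 and 4.52. Slc1a3 went from 71.5 ± 26.5 to 1304 ± 231 CPM, Cldn5 from 3.89 ± 4.58 to 127 ± 18.6 and Col3a1 from 5.02 ± 1.30 to 245 ± 115 (SD, n = 3). The interneuron list moved the other way, with a median of -1.22, and its gene Gad1 went from 129 ± 22.7 to 70.4 ± 7.81 CPM. The Purkinje cell list had a median of 0.14 and was not called. At P14 against P1 the oligodendrocyte list rose by a median of 2.01 (fry, adjusted p 0.0118 over all lists and contrasts). The astroglia, microglia, endothelial, choroid plexus and Purkinje lists had medians of 0.51, 0.55, 0.57, 0.29 and 0.73 and the pericyte list of -0.34, none of them passing with fry. With camera the astroglia (adjusted p 0.0367), endothelial (0.0319) and Purkinje (0.0278) lists passed, and without the library labelled P1 replicate 3 so did astroglia (0.79) and Purkinje (0.97) with fry. The interneuron list had -0.42 (adjusted p 0.0299), which failed with camera (0.0674), with a prior count of 0.5, in a fit of the 2 groups alone and without P1 replicate 1 (-0.30) or P14 replicate 2 (-0.27). The oligodendrocyte list failed in a fit of the 2 groups alone and its median was 3.525 without the library labelled P1 replicate 3. In MB against P7, medians were -3.54 for the Purkinje list, -6.93 for interneurons, -0.87 for astroglia, -3.47 for oligodendrocytes, -3.36 for endothelium, -4.06 for pericytes and fibroblasts and -2.16 for choroid plexus, the last not passing (adjusted p 0.491). The astroglia list, with 5 of 12 genes higher, failed with camera (adjusted p 0.220), without P7 replicate 1 (-0.55), inside 1 counting set (-0.91), with the set term and in a fit of the 2 groups alone (-0.84). The Purkinje median was -2.72 without P7 replicate 1 and the choroid plexus one -0.79 without P7 replicate 3. The microglia and macrophage list alone rose, by 2.13 (adjusted p 0.00770), with Lyz2 at 199 ± 130 CPM in MB (349, 121 and 127 in replicates 1 to 3) and 8.17 ± 3.32 at P7. Without MB replicate 1 its median was 1.545 (adjusted p 0.0232), and inside 1 counting set, with that library alone, 2.84. The 2 erythroid genes tested, Alas2 and Slc4a1, had a median of 1.71 at P1 against E15.5 and of -3.93 in MB against P7.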

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

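The tests in this part were chosen after the result was seen. The TSS table holds 7613 models whose identifiers are not Ensembl transcripts and could not be joined to a gene. They were used in no comparison of the report, and they held 26.9% to 29.7% of the counts of a library in that table. Signal in them drew attention because 1597 of the 4881 models tested were called between MB and P7 by edgeR, 636 higher and 961 lower in MB. That is 32.7% of the models, against 34.5% of the genes in the gene table. Between P14 and P1, 278 were called, 69 higher and 209 lower.

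The difference in counting between 2 sets of libraries is a candidate technical explanation, since the P7 libraries all lie in 1 set. With a term for the set, 76.6% of the calls were kept, which argues against it as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 split) gave as many calls, and the highest other gave 164. With 10 splits the real one can be no rarer than 1 in 10, so this test cannot decide on chance. These models may belong to genes that the gene table also counts, in which case they hold no separate signal. That was not tested, since the models carry no gene names, and no biological explanation was tested.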

How the results depend on the processing

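The TSS and transcript tables, the GC and length correction, the set term and the contrasts inside 1 set were chosen after the data were seen. The other alternatives were chosen before. There were 30 alternatives, 15 of which leave out 1 library, for 45 results and 70 changes of named genes. Of 1137 values of named genes, 1011 stayed on their side of the threshold, 99 fell short of it, 23 passed it and 4 reversed. Of the 1011, all kept their direction except 13 values of genes not called, and 35 named changes never altered their call. Except where a reason is given, the cause was not tested.

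The counts of calls moved most. At P7 against P1, the numbers higher, lower and lower by 2-fold were 509, 700 and 496 with DESeq2, 107, 141 and 131 with the replicate number as a block, 101, 102 and 95 in a fit of the groups alone, 76, 121 and 121 with the set term, and 627, 636 and 435 with the GC and length correction. The replicate numbers do not pair samples, since same-number correlations ran from -0.239 to 0.332 and 5 of 18 were over 0.1. At P14 against P7, DESeq2 gave 1435 higher, the groups alone 2257 higher (1278 by 2-fold) and 1581 lower, the set term 217 higher (214 by 2-fold) and 78 lower (76 by 2-fold), and the GC and length correction 1391 higher and 1546 lower. For P14 against P1, DESeq2 gave 1198 higher (586 by 2-fold) and 1196 lower, the groups alone 1919 higher (496 by 2-fold) and 2170 lower, while 333 were lower by 2-fold in the TSS table. At P1 against E15.5, the TSS table gave 2487 higher (1924 by 2-fold), with fewer genes tested, and 1 set alone gave 2569 higher and 1958 lower, with fewer samples. In MB against P7, 1343 were higher in a fit of the groups alone and 3311 with the GC and length correction, against 2296 and 3234 lower. Median-ratio size factors moved the median log2 change of all genes by less than 0.1.

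Genes rising at each step numbered 372 with DESeq2, 343 with the groups alone and 401 with postnatal ages only. Those falling numbered 648 with postnatal ages only and 423 with the GC and length correction. Fewer steps are asked of a gene with postnatal ages only. Each fit remakes the postnatal lists. Of its 586 rising genes, DESeq2 called 333 lower and 44 higher in MB, 1 set alone called 282 of 604 lower, and of 333 falling genes the TSS table called 121 lower. The 316 rising genes kept fixed, a check chosen after the data were seen, had 153 called lower inside 1 set and 180 with DESeq2.

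The median of the falling genes in MB reversed to 0.028 with the CPM filter, 0.058 with the groups alone, 0.12 in the TSS table and 0.17 in the transcript table. It fell short of the threshold with the set term (-0.092), inside 1 set (-0.33) and with camera (-0.027). Its adjusted p ran from 5.62e-04 to 0.341 over the alternatives. At P14 against P1 the Sonic hedgehog list fell short with the block (-0.72) and in the TSS table (-0.78), and the maturation list with the groups alone (0.88). In MB the Polycomb list fell short with the groups alone (0.21), the set term (0.10), 1 set alone (0.18) and camera (0.18), and inside 1 set so did the cell cycle (0.60) and Sonic hedgehog (0.52) lists, with 1 tumour library.

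The distances of MB from E15.5, P1, P7 and P14 were 1.58, 1.33, 1.22 and 1.47 with no filter, 1.92, 1.61, 1.48 and 1.76 with a prior count of 0.5, and 4.35, 3.81, 3.47 and 4.07 over the 1000 most variable genes. P7 was nearest in each.

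Reversed named genes were Tsnax (-0.83) and Rps27a-ps2 (-0.19) at P14 against P7 with the set term, Rps27a-ps2 in the transcript table (-0.12) and Grin2c in MB against P7 without MB replicate 1 (-2.66), where other left-out libraries gave up to 2.14. The reversals of Tsnax and Rps27a-ps2 follow the counting difference.

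Leaving out 1 library gave these ranges. Genes rising at each step ran from 1 to 554 and falling from 70 to 341. At P7 against P1 the range was 1 to 484 higher (1 to 290 by 2-fold) and 8 to 404 lower (8 to 358 by 2-fold). At P14 against P7 it was 86 to 507 higher (83 to 470 by 2-fold) and 36 to 570 lower (36 to 311 by 2-fold). For P14 against P1 it was 2 to 1479 higher (2 to 1098 by 2-fold) and 145 to 1235 lower (144 to 757 by 2-fold). With lists of 2 to 1098 rising genes, those called lower in MB ran from 1 to 646 and higher from 0 to 76, and falling genes called lower from 71 to 242 and higher from 33 to 238. The median of the falling genes ran from -1.49 to 0.25, and that of the Sonic hedgehog list at P14 against P1 from -0.91 to -0.58. The counts at P1 against E15.5, in MB against P7 and in MB against P14 stayed within 1.5 times, as did that of the 4 ages (7248 to 8518). Each group held 3 libraries, and the shallowest library, E15.5 replicate 2, held 12597472 counts. Whether genes of few counts had less precise changes was not tested.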

Other observations

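The tests on the library labelled P1 replicate 3, the sets of libraries counted alike, the Y-linked genes, MB replicate 1, the interneuron list at P1, the oligodendrocyte list at P14, the microglia list in MB, the marker genes lower in MB, the Purkinje list and the correction for GC content and length were chosen after the results were seen. The splits of the libraries, the limit on the correlation with GC content and the remaining marker tests were written before the data were examined.

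The library labelled P1 replicate 3 lay between P1 and P14. Over 11671 genes the best mixture of P1 replicate 1 with the mean of P14 held 61% of P14 and left a root mean square log2 difference of 0.169, against 0.192 to 0.293 between pairs of P14 libraries and 0.591 from P1 replicate 1 alone. The share of P14 was similar in separate sets of genes. Its median was 58.7% over 32 genes higher at P14, 65.9% over 16 genes lower at P14 and 55.1% over 7 oligodendrocyte genes. Over 8 granule neuron maturation genes it was 0.594 as a fraction, which argues against a higher share of glia alone. Animals older than the label, on the way from P1 to P7, were tested with 20 genes highest at P7. Their median position from P1 (0) to P7 (1) was 0.072, and the best mixture with P7 left 0.416. All P7 libraries lie in the other counting set, so both values may follow the set and cannot decide on this explanation. Labels exchanged with a P14 library are argued against because the lowest P14 library had a median position of 0.939 towards the other P14 libraries. RNA or reads of P14 samples mixed into this library may be the source, while animals older than the label stay open. Mixing of cells, RNA and reads was not separated, and an age between P7 and P14 was not tested separately. The mean log2 CPM of the postnatally falling genes was 3.21 in this library, 2.82 to 2.94 at P7 and 1.90 to 2.04 at P14. These genes argue against an age past P7, though this library was among those that chose them and the P7 libraries lie in the other counting set. The postnatally rising genes stood at 4.24, between P7 (3.69 to 4.04) and P14 (4.89 to 5.02), which such an age would also give. P1 replicate 2 was best matched by 16% of P14, with a difference of 0.301. The library labelled P1 replicate 3 lowers the number of calls between P1 and P14, as the fits without it show.

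The difference in counting may come from the authors' processing of 2 sets of libraries. In 6 libraries of 3 groups the gene table held at most 0.273% of the Tsnax reads in the transcript table, and at least 92.4% in the other 9, so the loss arose in the gene counting and not in the RNA. Over all 15259 genes, 46 (0.301%) had a set effect at the FDR threshold. In 10 of 12911 genes the sets lay apart without overlap in the ratio of the tables. Whether the sets also differ in other ways stays open. The set differences within E15.5 and within MB had a correlation across genes of -0.0813, and genes are not independent replicates. The pair of libraries in each comparison is too small for a firm answer, so for P7 against P1 and P14 against P7 the set and the age cannot be told apart.

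RNA from other cell types was tested with marker lists written in advance. At P1 against E15.5, 53 of 54 glial, vascular and choroid plexus markers were called higher, which is consistent with more RNA from such cells in the P1 libraries. Among their most abundant genes, Slc1a3 went from 71.5 to 1304 CPM and Apoe from 23.3 to 523 CPM. Of the 12 astroglia genes, 9 were already above a mean of 5 CPM at E15.5, against none of the 10 microglia genes. A lower share of granule neuron precursors as the only cause would raise every other type alike, and the interneuron list had a median of -1.219, which argues against it. Age and the genotype label of the E15.5 libraries stay open as explanations.

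At P14 against P1, more RNA from all other cell types alike is argued against as the whole cause, though weakly. The maturation list rose by a median of 0.883 while the interneuron list had -0.42, a fall that failed with camera and in some other fits. Of the 8 marker lists, 6 had a median above 0, so more RNA from some of these cell types stays open. RNA from oligodendrocytes in the P14 libraries may account for the oligodendrocyte list, which rose by a median of 2.011, with Mbp at 1150 CPM. The P1 values of this list include the library labelled P1 replicate 3. Growth in the number of oligodendrocytes with age is an open biological explanation.

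Between MB and P7, 1 of the 8 marker lists had a median above 0. That argues against more RNA from other cell types in general in the MB libraries than in the P7 libraries. It cannot show that the MB libraries lack such RNA. The astroglia list, the highest of the 8 in MB, had a mean log2 CPM of 7.002 in MB, 7.813 at P7 and 3.796 at E15.5. Microglia and macrophages are the exception. Their list rose by a median of 2.131, consistent with RNA from such cells in the tumours, most of all in MB replicate 1. Lyz2 was at 349, 121 and 127 CPM and Ctss at 210, 43.5 and 40.6 CPM in MB replicates 1 to 3, against means of 8.17 and 10.6 CPM at P7. Of 72 marker genes, 46 were called lower in MB, which is consistent with RNA from other cells in the P7 libraries, where Gad1 stood at 84.3 CPM and Calb1 at 155 CPM. The lower maturation list in MB is not explained by Purkinje cell RNA in the P7 libraries, since the mean of that list ranged over only 0.179 between the P7 libraries while that of the Purkinje list ranged over 1.621. None of the marker genes was in another list. A loss of differentiated neurons in the tumours remains open.

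Gene length and GC content were tested as a cause of the calls and their directions. After a correction, 88.8% of the calls at P1 against E15.5 that had a GC value were kept, 78.2% at P14 against P1 and 97.9% in MB against P7. No kept call changed sign. These values argue against a bias as the whole cause of the calls. They say less about the balance of higher and lower genes, which did change. After the correction 3311 genes were higher and 3234 lower in MB against P7, where 2096 and 3161 were before, and 3821 and 3797 at P1 against E15.5, where 3870 and 3191 were before. At P14 against P1 the excess of lower genes stayed (752 higher and 1156 lower). A bias may therefore be part of the balance in the first pair of these contrasts, and whether it is stays open. At P14 against P1 the correlation across genes of the log2 change with GC content was 0.389, past the limit of 0.3 set in advance, so part of that contrast may follow GC content. It was -0.201 at P1 against E15.5 and -0.074 in MB against P7.

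Other splits of the libraries were counted for each number of calls. In each of the 6 contrasts 1 of the 10 splits, the real one, gave as many calls, and the highest other gave 22 at P7 against P1, 451 in MB against P7 and 0 elsewhere. With 10 splits of 3 against 3 the real one can be no rarer than 1 in 10, so this test cannot decide on chance for any single contrast. The calls themselves rest on the FDR of the F-test. For the 4 ages 1 of 100 splits, the real one, gave as many as 8499, and the highest other gave 7480. That is the smallest share 100 splits can give, with another split near the real count.

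The Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y had 2 counts over the 3 MB libraries together, against 83.4 to 262 CPM in each library of precursors. The transcript table also held 2, so the loss did not arise in the gene counting. Tumours from female mice only may be the source. The median log2 change in MB against P7 of 4 X-linked genes that escape inactivation was 0.194 and none was called, which leaves this open, as does a loss of the Y chromosome in the tumours. The labels give no sex, and MB and the absence of these genes cannot be told apart.

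MB replicate 1 stood apart from the other tumours. Of all genes tested, 494 differed by 4-fold or more from both other MB libraries, 168 higher and 326 lower, against 29 and 39 for replicates 2 and 3. Among the normal libraries P7 replicate 3 had the most, 166. Of the 354 genes with a transcript count, 70.3% were also apart in the transcript table, so the gene counting is not the whole cause. A higher share of other cell types is argued against as the whole cause, since other cells add RNA and 326 genes were 4-fold lower. RNA from microglia and macrophages may be the source of some of the higher genes, since their list stood 1.34 on the log2 scale above the higher of the other 2 tumours, while no other marker list stood more than 0.198 above. How many genes it accounts for was not tested. Processing before counting may still differ, and a difference between tumours is open as a biological explanation that was not tested.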
